A study of Mus musculus with 22 samples. Its data were reported in "Mechanisms and function of de novo DNA methylation in placental development reveals an essential role for DNMT3B" (2023).

How the data were processed

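RNA was measured in the extraembryonic ectoderm (ExE), the trophoblast tissue next to the epiblast, of single mouse embryos at embryonic day 7.5. The 22 libraries fall into 6 groups: Dnmt3l WT (3 libraries), Dnmt3l KO (4), Dnmt3a/b WT (5), Dnmt3a/b DKO (3), Dnmt3b KO (4) and Dnmt3a KO (3). Replicate 5 of Dnmt3a/b WT carries the label Dnmt3b WT and its own number 1, and it was placed with the Dnmt3a/b WT controls as the study did. Embryos came from matings of heterozygous parents, and a separate piece of each embryo, the ectoplacental cone, was used to genotype it. RNA was captured by its poly(A) tail and copied into stranded, PCR-amplified libraries that were read from one end. The libraries carry no molecular identifiers, so the floors of 3 reads below cover counting error only, while SDs and SEs are between libraries.

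The submitters' processing notes name bcl2fastq 1.8.4 for base calls, Trim Galore 0.4.2 or 0.6.6 for trimming and HISAT2 2.1.0 for alignment to GRCm38. SeqMonk counted reads over Ensembl genes. The deposited table gives 24483 autosomal genes, and its values are log2 RPKM (reads scaled by gene length and by the library's total, on the log2 scale) as the authors computed them. Genes of the X and Y chromosomes are not in the table and could not be examined. Genomic positions are those of the deposited table, on GRCm38. The GENCODE M21 annotation gave the exon lengths from which the library totals were scaled. Whether the strand of a read was used in counting genes is not stated.

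Read numbers were recovered from the deposited values. Within a library each RPKM is a whole number of reads divided by the gene length and a common total, and a gene without a read holds the value of 0.9 read. Whole reads fitted 24469 genes (99.9%) within 0.001 read, and 14 genes were not recovered. Values that stand for no read were 45.8% of the table, and 6789 genes had no read in any library. These placeholder values were set to 0 RPKM. The plan fixed before the data were examined had taken 2 to the power of the deposited value throughout, so the placeholders as deposited became an alternative. Recovered reads in autosomal genes ran from 554075 to 14578011 per library. One read in a gene is therefore a larger RPKM in a shallow library than in a deep one, and genes near 0 RPKM are measured with few reads.

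Differences between groups were tested with limma 3.58.1 in R 4.3.3 on log2(RPKM + 0.1). Genes with at least 0.1 RPKM in 3 or more of the 22 libraries were tested, whatever the group, which left 13934 genes. One model with the 6 groups was fitted, with an intensity trend of the variance, two-sided tests and Benjamini-Hochberg adjustment over all genes tested. A gene was called at an adjusted p under 0.05 and a fold change over 1.5. Each knockout was compared with its wildtype, the wildtype groups of the Dnmt3l and Dnmt3a/b lines with each other, and the knockouts of Dnmt3a and Dnmt3b among themselves. A contrast of contrasts tested whether the Dnmt3l KO effect differs from the Dnmt3b KO effect. The study tested read counts with another tool, while the tests here used limma on RPKM, and this choice was made before the recovered reads were known.

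Gene lists were written from general knowledge before the data were examined, but after the paper had been read. There were 21: piRNA pathway, meiosis, germ cell regulators and testis paralogs of housekeeping genes (together the germline lists), 2-cell stage genes, ExE and trophoblast stem cell markers, differentiated trophoblast markers, epiblast markers, visceral endoderm markers, mesoderm markers, decidua and maternal blood markers, imprinted genes, DNA methylation machinery, germline gene repressors of the PRC1.6 complex, interferon-stimulated genes, p53 targets, immediate early and heat shock genes, hypoxia and glycolysis genes, histone genes, and the study's own lists of up-regulated and down-regulated DKO genes. The study's lists were chosen on these libraries and are not independent evidence for the knockouts of Dnmt3a and Dnmt3b. Each list was tested with camera at a preset correlation of 0.01, adjusted over 84 tests (21 lists and 4 comparisons). Camera compares a list with all other genes. Camera with an estimated correlation and fry, which asks whether the members move one way on balance, were run beside it. A list of primordial germ cell markers was added after the data had been seen.

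For single values per library, two-sided exact permutation tests were used. These values were log2(RPKM + 0.1) of Dnmt3a, Dnmt3b and Dnmt3l and the mean over the 89 tested germline genes. Correlations across the 22 libraries have permutation tests and were computed again without the 2 libraries farthest from the median and on deviations from the group means. Positions of called genes were compared with Fisher's exact test, for 10 Mb on either side of each targeted gene and for the interval between Pak6 and Slc28a2 on chromosome 2, which came from the study's gene list. The most called genes in any 5 Mb were compared with 10000 random draws of tested genes. A fold against a group without a read is given as a lower bound, against a floor of 3 reads pooled over that group.

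Genes named in the text follow a rule. In every comparison they are Dnmt3a, Dnmt3b and Dnmt3l and the germline genes that the text of the study names (Piwil2, Asz1, Sycp1, Dazl and Sohlh2). For the DKO they are also the 16 called higher and the 8 called lower with the largest fold change among genes with a mean of at least 1 RPKM in either group and no overlap of libraries. That pool held 38 higher and only 6 lower genes, so 6 lower genes were taken. Other comparisons give the 10 called genes with the smallest adjusted p. For each list, up to 4 called members with the smallest adjusted p are named, and so are called genes between Pak6 and Slc28a2. Not every gene that the rule names is described at length.

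The pipeline was tested on simulated data of the same group sizes, with a spread of 0.25 on the log2 scale. Of genes changed 2-fold, 67% were called for the group sizes of the DKO comparison, 82% for Dnmt3b KO, 73% for Dnmt3a KO and 79% for Dnmt3l KO, and of genes changed 4-fold, at least 99% in each. Among unchanged genes, 3 to 4 were called for the first 3 designs and 31 of 13612 for Dnmt3l KO. The changed genes all had a mean of at least 1 RPKM, and the spread was drawn separately for each gene and library. The shares called therefore do not carry over to genes near silent in wildtype. No figure of this simulation covers differences that many genes of a library share.

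Alternatives planned before the data were examined were a pseudocount of 0.01 or 1 RPKM, no filter or a filter at 1 RPKM, a model of only the groups compared, no intensity trend, libraries centred on their median, quantile normalization, a block for the replicate number, limma-voom on recovered reads, each library left out in turn, and for the lists an estimated correlation, lists without the genes of the study and lists without genes near the targeted loci. Alternatives added after the data had been seen were the placeholders as deposited, leaving out the 5 libraries with under 58% of the authors' total reads in autosomal genes, and thinning the Dnmt3a, Dnmt3b and Dnmt3a/b libraries to a common depth. Lists, reads and figures were handled in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.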

Results

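The 22 ExE libraries held 554075 to 14578011 recovered reads in autosomal genes. By group, depth ran from 554075 to 3313601 reads in Dnmt3l KO (4 libraries), 998773 to 3658857 in Dnmt3l WT (3), 1072279 to 12354943 in Dnmt3a/b WT (5), 2377569 to 11132316 in Dnmt3a/b DKO (3), 2730887 to 14578011 in Dnmt3b KO (4) and 4565312 to 11208870 in Dnmt3a KO (3). Between 10464 and 15330 genes had a read in a library. The share of the authors' total reads that fell in autosomal genes also differed, from 49.4% to 79.4%. It was 49.4% to 55.4% in 5 libraries (Dnmt3l WT 2, Dnmt3l KO 1 and 3, Dnmt3a/b WT 2 and 5) and at least 59.1% in the others.

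Libraries differed most along an axis that followed depth. The first principal component held 36.7% of the variance and followed log10 of the read number (Pearson r = -0.946, permutation p = 1e-05, the smallest the permutations can give, adjusted over 4 relations 1.33e-05; Spearman rho = -0.956, permutation p = 1e-05; 22 libraries). Without the 2 libraries farthest from the median r was -0.942, and on deviations from the group means it was -0.928. Log10 depth and the share of reads in autosomal genes also moved together (r = 0.859, rho = 0.839, permutation p = 1e-05 for both; r = 0.872 without the 2 farthest libraries and 0.867 on deviations from the group means, positive in 5 of 6 groups).

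The first comparison asked whether the RNA of the targeted genes matches the labels. Dnmt3a (ENSMUSG00000020661, chromosome 12, 3806007 to 3914443), a de novo DNA methyltransferase, was at 7.47 ± 1.58 RPKM (SD, n = 5) in Dnmt3a/b WT, 2.23 ± 0.471 (n = 3) in DKO and 2.23 ± 0.18 (n = 3) in Dnmt3a KO. It fell by 1.69 on the log2 scale in DKO (limma adjusted p = 0.00011) and by 1.68 in Dnmt3a KO (limma adjusted p = 0.000383), with every knockout library below every wildtype library. Dnmt3l (ENSMUSG00000000730, chromosome 10, 78041947 to 78063622), a catalytically inactive partner of both enzymes, was at 17.9 ± 6.45 RPKM (n = 3) in Dnmt3l WT and had no read in the 4 Dnmt3l KO libraries (limma adjusted p = 8.97e-12). Dnmt3b (ENSMUSG00000027478, chromosome 2, 153649450 to 153687730), the other de novo methyltransferase, was at 92.4 ± 28.8 RPKM in Dnmt3a/b WT (n = 5), 87.4 ± 8.44 in DKO (n = 3) and 92.2 ± 29.5 in Dnmt3b KO (n = 4). Its RNA level therefore does not check the Dnmt3b label, since the deleted part of the gene is not known from the table. Exact permutation p was 0.0179 for Dnmt3a in DKO and in Dnmt3a KO, the smallest that 3 against 5 libraries allow, and 0.0286 for Dnmt3l in Dnmt3l KO, the smallest that 4 against 3 allow. Adjusted over the 12 exact tests of targeted genes, the lowest was 0.107, so none passed that correction.

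**Figure D1:**
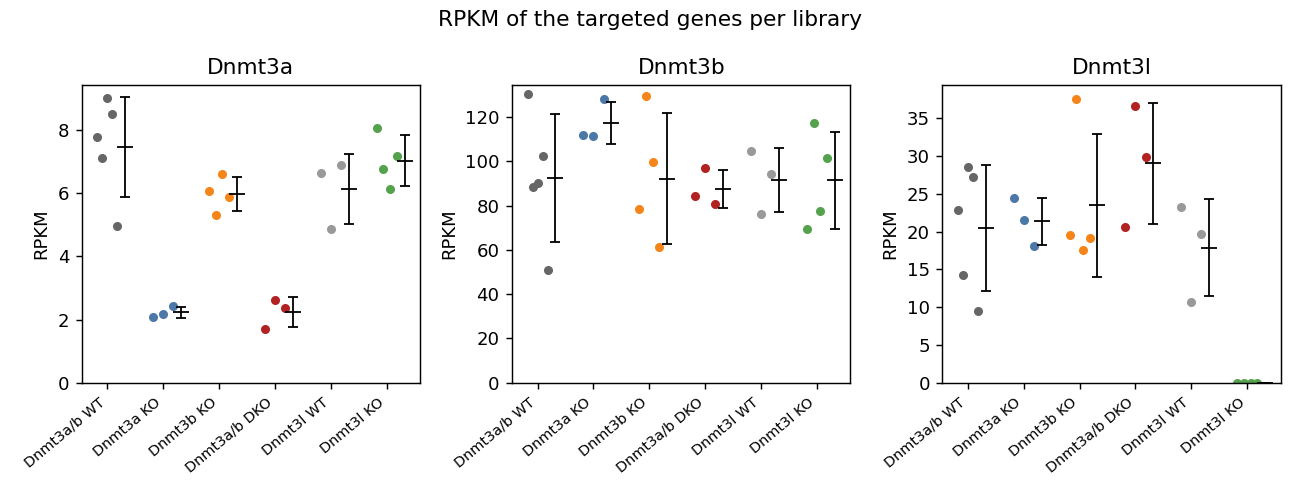
RPKM of Dnmt3a, Dnmt3b and Dnmt3l in each of the 22 libraries by group, with points for libraries and bars for mean ± SD. Dnmt3a is at 2.23 RPKM on average in DKO and in Dnmt3a KO, reduced but not absent against 7.47 in Dnmt3a/b WT. Dnmt3l has no read in Dnmt3l KO, and Dnmt3b RNA is at 92.2 RPKM on average in Dnmt3b KO and 92.4 in Dnmt3a/b WT.

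Loss of both Dnmt3a and Dnmt3b, the double knockout of the study, raised genes of the germline in ExE. Sohlh2 (ENSMUSG00000027794, chromosome 3, 55182028 to 55209957), a transcription factor of early germ cells, stood at 18.2 ± 5.62 RPKM (SD, n = 3) in DKO and 0.432 ± 0.453 in Dnmt3a/b WT (n = 5). Dazl (ENSMUSG00000010592, chromosome 17, 50279394 to 50293599), an RNA-binding protein of germ cells, stood at 7.64 ± 2.88 RPKM against 0.243 ± 0.153. Ddx4 (chromosome 13, 112598333 to 112652310), a germ cell RNA helicase, was already expressed in wildtype at 8.39 ± 3.8 RPKM and reached 29.6 ± 4.41. Rpl39l, a ribosomal protein gene used in testis, rose to 8.33 ± 2.5 RPKM from 0.153 ± 0.216, and Tktl2, a transketolase-like gene, to 3.52 ± 0.704 from 0.0579 ± 0.0682. In each of these 5 genes all 3 DKO libraries lay above all 5 wildtype libraries.

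Over all genes, limma called 67 higher and 7 lower in DKO among 13934 tested. Log2 differences were 5.51 ± 0.68 for Sohlh2 (SE, adjusted p = 0.000175), 4.62 ± 0.77 for Dazl (adjusted p = 0.00278), 5.45 ± 0.66 for Rpl39l (adjusted p = 0.000151), 4.60 ± 0.47 for Tktl2 (adjusted p = 4.08e-05) and 1.93 ± 0.30 for Ddx4 (adjusted p = 0.00159). Most of the rises were of genes near silent in wildtype ExE: the called higher genes had a median of 0.0518 RPKM in Dnmt3a/b WT and 1.51 RPKM in DKO, against 3.86 RPKM for all tested genes in wildtype. Of the 67, 49 had a wildtype mean under 0.5 RPKM and 16 had no wildtype read. The median log2 difference of genes with a mean of at least 1 RPKM was 0.17, and with libraries centred on their medians the calls were 72 higher and 22 lower, so the share of higher genes went from 90.5% to 76.6%. It was 74.5% with quantile normalization (76 higher, 26 lower) and 73.4% with voom on recovered reads (174 higher, 63 lower). Other alternatives called fewer higher genes: 32 with a pseudocount of 0.01 RPKM, 27 with a filter at 1 RPKM, 35 with only the 2 groups in the model and 23 after thinning to a common depth. Without DKO replicate 2 or 3 the higher calls were 27 and 26 and the lower calls 3 each, and without Dnmt3a/b WT replicate 1 the lower calls were 4.

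By function, 21 of the 67 genes belong to the 4 germline lists, and 82 of the 89 germline genes tested were higher in DKO. Genes of the piRNA pathway, which silences transposons in germ cells, were higher in 20 of 21 members, with 6 called (7 adjusted over the list alone) and a median log2 difference of 0.95. Asz1 reached 6.11 ± 2.45 RPKM from 0.585 ± 0.254 (limma adjusted p = 0.0142), Piwil2 4.33 ± 0.722 from 1.12 ± 0.363 (limma adjusted p = 0.019) and Gpat2 1.77 ± 0.389 from 0.16 ± 0.164 (limma adjusted p = 0.00405). Gtsf1 stood at 0.938 ± 0.488 RPKM against no wildtype read, at least 21.6-fold higher, and Tex19.2 at 0.82 ± 0.407 against 0.0411 ± 0.0386. Meiosis genes were higher in 29 of 32 members, with 4 called (12 adjusted over the list alone): Sycp1, which joins paired chromosomes, at 4.44 ± 1.39 RPKM against 0.877 ± 0.484 (limma adjusted p = 0.0038), Hormad1 at 3.11 ± 0.909 against 0.267 ± 0.173, and Syce3 and Tex12, with 9 and 23 DKO reads. Germ cell regulators were higher in 15 of 18 members, with 4 called (10 adjusted over the list alone), which were Sohlh2, Dazl, Brdt and Stk31. Testis paralogs of housekeeping genes were higher in 18 of 18 members, with 7 called (11 adjusted over the list alone). Among them Rpl10l stood at 9.25 ± 2.29 RPKM against 0.492 ± 0.527, and Tuba3a at 7.36 ± 2.80 against 0.237 ± 0.23, though each has close relatives whose reads the table does not tell apart.

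Camera with the preset correlation gave adjusted p = 2.79e-14 for piRNA pathway, 5.04e-13 for meiosis, 2.53e-11 for germ cell regulators and 1.27e-23 for testis paralogs, all higher. With an estimated correlation the p of these lists was 0.0762, 0.0762, 0.0702 and 0.00609, so that testis paralogs alone held among the 4. Fry gave adjusted p = 0.00624, 0.00622, 0.00617 and 0.000881. The lists were written after the paper had been read, and 44 of the 67 called genes are in the study's list of 83 up-regulated genes. With the study's genes taken out of every general list, and the adjustment over 84 tests repeated, the preset p was 0.0785 for piRNA pathway, 0.105 for germ cell regulators and 0.302 for testis paralogs. Meiosis passed (preset p 8.77e-06) but not with an estimated correlation (p 0.361). The study's genes were chosen for their change in these same libraries. Their removal takes out members known to rise (8 of 21 in piRNA pathway, 10 of 18 in testis paralogs). A lost call was thus favoured in advance and does not count against a list. The study's lists themselves passed, which is not independent evidence: 83 of 83 were higher (44 called, 82 adjusted over the list alone; preset adjusted p = 2.18e-136, estimated 0.000246), and 0 of 41 of the down-regulated list were higher (6 called lower, 20 adjusted over the list alone; preset adjusted p = 3.23e-83, estimated 0.00153).

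**Figure D2:**
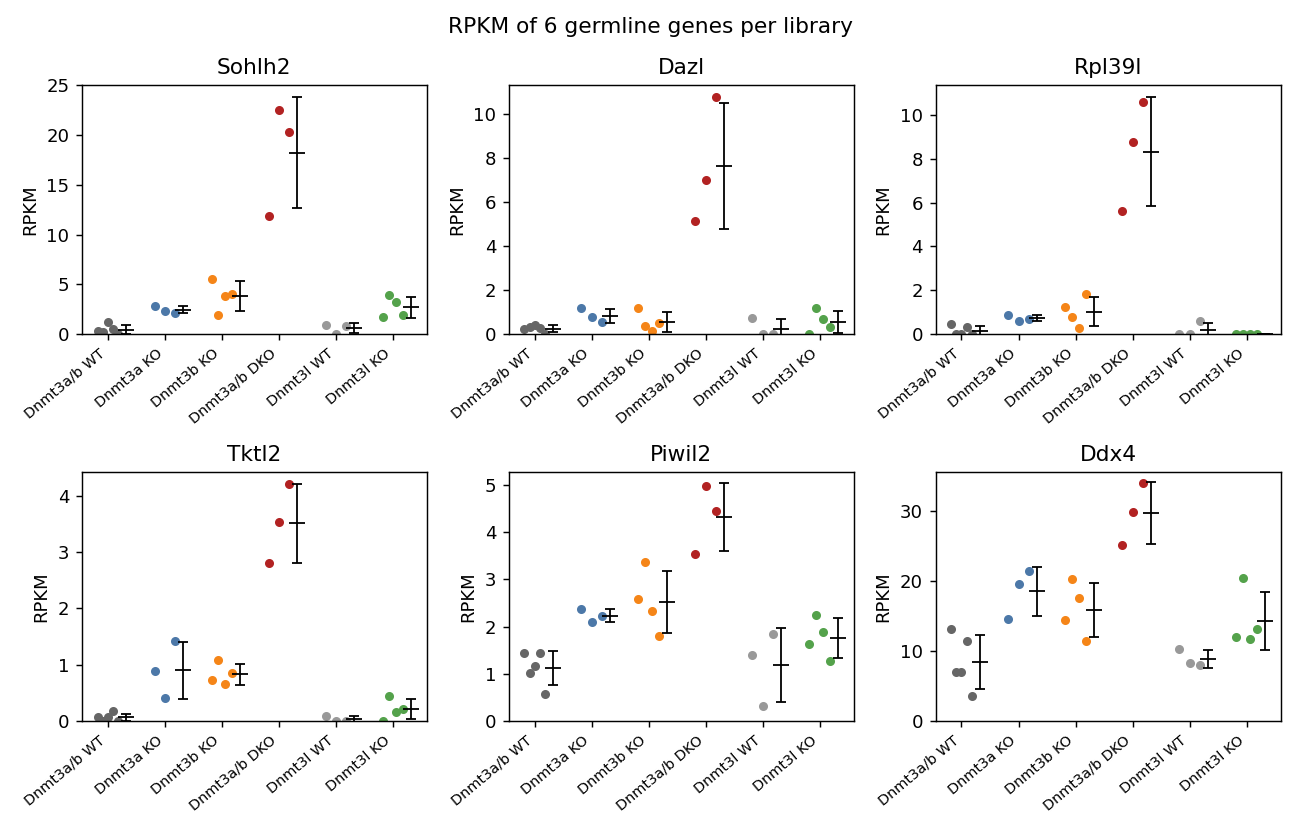
RPKM of Sohlh2, Dazl, Rpl39l, Tktl2, Piwil2 and Ddx4 in each of the 22 libraries by group, with mean ± SD. The DKO libraries are highest for Sohlh2, with a mean of 18.2 RPKM against 0.432 in Dnmt3a/b WT.

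Outside the germline lists, genes that mark the 2-cell embryo gained reads in DKO. Zscan4d, of a gene family active at that stage, stood at 0.981 ± 0.814 RPKM with no wildtype read, at least 40-fold higher (limma adjusted p = 0.00141), and Usp17l5 at 0.319 ± 0.0435, at least 10.8-fold higher (limma adjusted p = 0.00297). Both belong to families of near-identical copies, and only 4 of the 22 listed genes were tested, of which 2 were called (3 adjusted over the list alone; preset adjusted p = 3.14e-07, estimated 0.029). Without the genes of the study 3 members were left. The list then passed at the preset correlation (adjusted p = 0.00161) but not with an estimated one (0.18). Pgc, which encodes a stomach protease precursor, rose to 23.7 ± 4.46 RPKM from 1.58 ± 0.845 (limma adjusted p = 0.0318), and Tnni1, a muscle troponin, to 4.27 ± 1.57 from 0.468 ± 0.504 (limma adjusted p = 0.0325). Ccdc152 stood at 2.29 ± 0.597 RPKM with 1 wildtype read. CN725425, Gm973, 1700018B24Rik and 1700029P11Rik, whose functions are not known from the annotation, were also among the genes with the largest folds. Of 49 imprinted genes, Asb4 was called, at 9.12 ± 2.99 RPKM against 3.27 ± 0.573 (limma adjusted p = 0.0251), and over the list alone 3 were higher and 2 lower (preset adjusted p = 0.859).

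Of the marker lists of cell types, mesoderm alone passed camera in DKO. ExE and trophoblast stem cell markers were higher in 13 of 18 members with a median log2 difference of 0.10, while camera placed them below the other genes (preset adjusted p = 0.242). They passed as lower without Dnmt3a/b WT 3 (adjusted p = 0.0389), Dnmt3a/b WT 5 (0.0282) or DKO 1 (0.024). Differentiated trophoblast, visceral endoderm, DNA methylation, interferon-stimulated and hypoxia genes likewise had positive medians and means and a camera direction of lower. Genes with a mean of at least 1 RPKM had a median of 0.17 in DKO, a shift that counts of higher members carry. Preset p was 0.859 for differentiated trophoblast, 0.996 for epiblast, 0.356 for visceral endoderm, 0.179 for decidua and maternal blood (8 of 8 higher, median 0.89), 0.487 for repressors of PRC1.6, 0.859 for interferon-stimulated genes, 0.0635 for p53 targets (15 of 15 higher), 0.276 for immediate early genes, 0.542 for hypoxia and 0.726 for DNA methylation machinery, in which Dnmt3a was the gene called. Decidua and maternal blood markers passed as higher without DKO replicate 2 (adjusted p = 0.00252), DKO 3 (0.0118) or Dnmt3a/b WT 5 (0.00124), without the 5 libraries of low share (0.00062) and with a filter at 1 RPKM (0.0391). The p53 targets passed as higher under 8 alternatives, among them centring (adjusted p = 0.0364), quantile normalization (0.0282) and leaving out Dnmt3a/b WT 4 (0.0129) or DKO 3 (0.024). Mesoderm markers were lower at preset adjusted p = 0.0159 (estimated adjusted p = 0.232), with 6 of 14 higher and a median of -0.06, and were on the other side without the 5 libraries of low autosomal share (adjusted p = 0.612). The mesoderm call was lost without Dnmt3a/b WT 2, Dnmt3a/b WT 5 or DKO 2.

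Histone genes were lower in DKO in 21 of 21 members (median log2 difference -1.89, preset adjusted p = 1.03e-21), but not with an estimated correlation (adjusted p = 0.143). Across the 22 libraries their mean followed the share of reads in autosomal genes (r = -0.897, rho = -0.894, permutation p = 1e-05 for both; r = -0.877 without the 2 farthest libraries and -0.877 on deviations from the group means). The group difference in the mean, -1.71, was within the spread between libraries (exact permutation p = 0.214), and it was -0.45 without the 5 libraries of low share.

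Lower genes in DKO were few, and some lie together on chromosome 2. Spg11, a gene of lysosome recycling, was at 2.75 ± 0.106 RPKM in DKO and 6.34 ± 0.931 in Dnmt3a/b WT (n = 3 and 5). Pla2g4b, a phospholipase gene, was at 0.248 ± 0.0478 against 1.24 ± 0.231, and its direct neighbour Mapkbp1 at 1.25 ± 0.108 against 3.28 ± 0.873. In the same 3.8 Mb between Pak6 and Slc28a2, Ltk, a receptor tyrosine kinase gene, was higher at 1.87 ± 0.28 against 0.044 ± 0.0563, and Itpka next to it at 1.51 ± 0.72 against 0.078 ± 0.0905. Elsewhere Sema6a fell to 5.54 ± 0.817 from 9.85 ± 2.24 RPKM, Tbc1d16 to 0.742 ± 0.123 from 1.95 ± 0.533, and Adra2a had 4 DKO reads against 99 in wildtype.

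Log2 differences were -1.17 ± 0.20 for Spg11 (SE, limma adjusted p = 0.00278), -1.94 ± 0.32 for Pla2g4b (0.00271), -1.28 ± 0.27 for Mapkbp1 (0.0256), -0.80 ± 0.17 for Sema6a (0.0321), 3.84 ± 0.58 for Ltk (0.00131) and 3.21 ± 0.62 for Itpka (0.0123). The interval (chromosome 2, 118663303 to 122461137) held 5 called of 82 tested genes, against 69 of 13852 elsewhere (Fisher's exact test, two-sided p = 7.31e-05, adjusted over 16 tests 0.00117). It was taken from the study's list, which was made on these libraries, so the count is not independent evidence. Without DKO replicate 2 or 3 it held 3 called genes. Within 10 Mb of Dnmt3b, 31.2 Mb away, 1 of 191 genes was called.

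**Figure D3:**
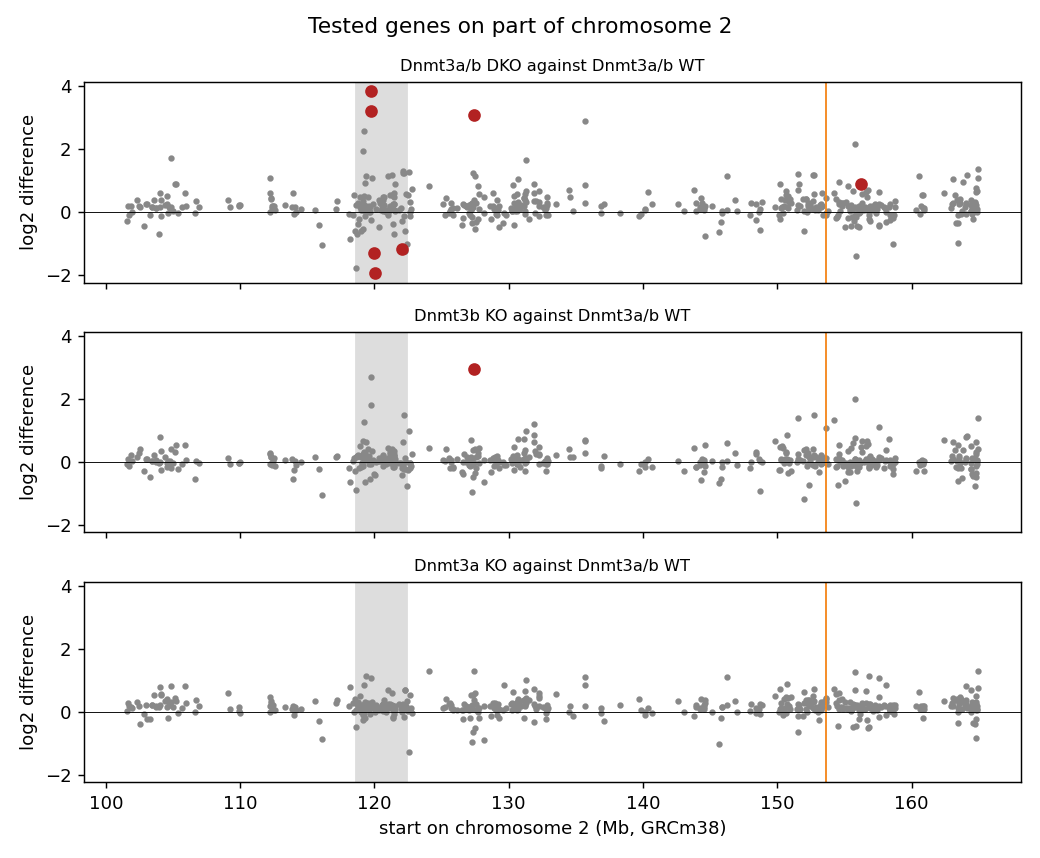
Log2 difference from Dnmt3a/b WT by gene start between 100 and 165 Mb of chromosome 2, in panels for DKO, Dnmt3b KO and Dnmt3a KO, with the interval from Pak6 to Slc28a2 shaded, a line at Dnmt3b and genes at an adjusted p under 0.05 in red. In DKO the shaded interval holds 5 called genes that go both ways.

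A mean over the 89 germline genes gave 1 value per library. It was higher than in Dnmt3a/b WT by 1.52 in DKO (SD 0.34 in DKO and 0.54 in wildtype), with 3 of 3 libraries above all wildtype libraries (exact permutation p = 0.0179, the smallest possible, adjusted over 7 tests 0.1). The difference was 0.78 in Dnmt3b KO, with 3 of 4 libraries above (exact permutation p = 0.0476, adjusted 0.111), 0.59 in Dnmt3a KO (exact permutation p = 0.143, adjusted 0.2) and 0.07 in Dnmt3l KO against its own wildtype (exact permutation p = 0.771). DKO lay 0.74 above Dnmt3b KO (exact permutation p = 0.0286, the smallest possible, adjusted 0.1) and 0.92 above Dnmt3a KO (exact permutation p = 0.1, the smallest that 3 against 3 allow). No difference of this mean passed the adjustment. The mean was higher in deeper libraries, within groups too (r = 0.775, permutation p = 4e-05, rho = 0.738, permutation p = 0.00013 over 22 libraries; r = 0.936 on deviations from the group means, positive in 6 of 6 groups). Without the 5 libraries of low share the differences were 1.13 in DKO and 0.39 in Dnmt3b KO.

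**Figure D4:**
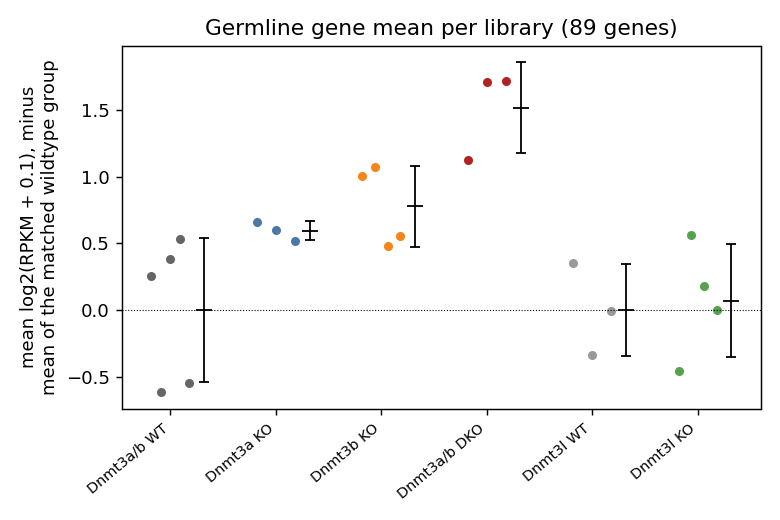
Mean log2(RPKM + 0.1) of 89 germline genes in each library, minus the mean of the matched wildtype group, by group. The DKO libraries lie on average 1.52 above Dnmt3a/b WT and the Dnmt3l KO libraries 0.07 above Dnmt3l WT.

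Loss of Dnmt3b alone raised 6 genes, all of them also called in DKO. Tktl2 was at 0.826 ± 0.186 RPKM in Dnmt3b KO (SD, n = 4) against 0.0579 ± 0.0682 in Dnmt3a/b WT (n = 5), and Gpat2 at 1.64 ± 0.548 against 0.16 ± 0.164. Rpl10l was at 4.42 ± 0.472 RPKM against 0.492 ± 0.527. Tex12, of the synaptonemal complex, was at 0.54 ± 0.155 RPKM, and Ccdc152 at 0.868 ± 0.472, each with 1 wildtype read. Other germline genes of DKO were not called here: Sohlh2 was at 3.82 ± 1.47 RPKM, Dazl at 0.548 ± 0.44, Asz1 at 1.73, Sycp1 at 1.59 and Piwil2 at 2.52 ± 0.651 (limma adjusted p = 0.0753 for Sohlh2 and 1 for Piwil2).

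Limma called 6 genes higher and 0 lower in Dnmt3b KO, with 205 genes at an unadjusted p under 0.05, and voom called 22 higher and 5 lower. The 6 were Tex12 and Ccdc152 (adjusted p = 0.00862 for both), Tktl2 and Gpat2 (0.0215 for both), and Rpl10l and 1700029P11Rik (0.0398 for both). Higher calls were 0 without Dnmt3b KO replicate 2, 2 without Dnmt3b KO replicate 4, 3 without Dnmt3a/b WT replicate 1, and 2 without Dnmt3a/b WT replicate 2 or 5. They were 11 with centred libraries and 10 with quantile normalization, but 1 with a pseudocount of 0.01 RPKM, 2 with no filter, and 0 with a filter at 1 RPKM, with only the 2 groups in the model and after thinning. All 4 germline lists were higher in Dnmt3b KO at the preset correlation: piRNA pathway in 16 of 21 members (1 called, 4 adjusted over the list alone; adjusted p = 2.64e-07, estimated 0.234), meiosis in 25 of 32 (1 called, 5 adjusted over the list alone; adjusted p = 6.19e-11, estimated 0.111), germ cell regulators in 13 of 18 (0 called by limma, 2 adjusted over the list alone; adjusted p = 2.01e-05, estimated 0.234) and testis paralogs in 16 of 18 (2 called, 6 adjusted over the list alone; adjusted p = 7.37e-16, estimated 0.029). Their medians were 0.42, 0.51, 0.55 and 0.90. With the study's genes taken out of every general list, the preset p was 0.761, 4.68e-05, 0.331 and 0.709, so that meiosis alone passed, and not with an estimated correlation (p 0.396). As in DKO, this removal takes out members chosen for their change against the same wildtype libraries. The lost calls therefore do not count against the other lists. The study's up-regulated list was higher in 80 of 83 members (adjusted p = 1e-69, estimated 0.0039), and its down-regulated list was lower, with 4 of 41 higher (adjusted p = 8.29e-18, estimated 0.143).

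Markers of neighbouring tissues also moved in Dnmt3b KO. Decidua and maternal blood markers were higher in 8 of 8 tested members (adjusted p = 0.00121, estimated adjusted p = 0.234), mesoderm markers in 12 of 14 (adjusted p = 0.00103, estimated adjusted p = 0.0959), and histone genes were lower, with 4 of 21 higher (adjusted p = 0.0128, estimated adjusted p = 0.998). The histone direction turned without the 5 libraries of low share (adjusted p = 7.32e-13, higher). No member of the decidua list was called by limma. Visceral endoderm markers did not pass (9 of 20 higher, camera preset adjusted p = 0.17). They passed as lower without Dnmt3a/b WT 5 (adjusted p = 0.0219), Dnmt3b KO 2 (0.0262) or Dnmt3b KO 3 (0.0202), and with the replicate block (0.023).

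Loss of Dnmt3a alone left 2 calls, Dnmt3a itself and Tas2r137, a taste receptor gene with 7 reads in Dnmt3a KO and none in wildtype, at least 3.42-fold higher (limma adjusted p = 0.0408). No germline gene was called, and most were above wildtype: Sohlh2 was at 2.43 ± 0.344 RPKM (SD, n = 3), Tktl2 at 0.901 ± 0.507 (limma adjusted p = 0.0738), Ddx4 at 18.5 ± 3.50 and Piwil2 at 2.23 ± 0.133, while Sycp1 was at 0.824 ± 0.241 against 0.877 ± 0.484, Tex19.2 had no read against 5 in wildtype, and Gtsf1 had no read in either group. Pgc was at 8.13 ± 1.87 RPKM and Asb4 at 9.21 ± 4.33 (limma adjusted p = 0.272). At an unadjusted p under 0.05 there were 307 genes, the median log2 difference of genes with a mean of at least 1 RPKM was 0.18, and voom called 2 higher and 5 lower. Tas2r137 lost its call without Dnmt3a KO replicate 1 or 3 and without any 1 of the 5 Dnmt3a/b WT libraries, and without Dnmt3a KO replicate 2 there were 3 higher calls.

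Of the lists in Dnmt3a KO, germ cell regulators were higher in 15 of 18 members (0 called by limma, 1 adjusted over the list alone; preset adjusted p = 0.00527, estimated 0.58) and testis paralogs in 15 of 18 (0 called, 4 adjusted over the list alone; preset adjusted p = 0.00202, estimated 0.541). Meiosis genes were higher in 29 of 32 members and piRNA pathway genes in 17 of 21, without passing (preset adjusted p = 0.101 and 0.326), though both passed with centring (0.0325 and 0.0364) and with quantile normalization (0.0282 and 0.0127). Leaving out Dnmt3a/b WT 5, Dnmt3a KO 2 or Dnmt3a KO 3 also took meiosis past the threshold (0.0391, 0.0265 and 0.0364). Visceral endoderm markers were higher in 20 of 20 members by a median of 0.28 (camera preset adjusted p = 0.00218, estimated adjusted p = 0.908) and immediate early and heat shock genes in 13 of 15 by 0.51 (camera preset adjusted p = 0.00193, estimated adjusted p = 0.58). Genes with a mean of at least 1 RPKM had a median of 0.18 in Dnmt3a KO. Counts of higher members carry this shift: repressors of PRC1.6, which did not pass, were higher in 16 of 17. Decidua and maternal blood markers did not pass (4 of 8 higher, preset adjusted p = 0.0677). They passed as lower without Dnmt3a/b WT 1, 2, 3 or 4 (adjusted p = 0.017, 0.0314, 0.031 and 0.0248). Differentiated trophoblast markers did not pass (9 of 16 higher, preset adjusted p = 0.106), except as lower with a filter at 1 RPKM (0.000368) and without Dnmt3a/b WT 1 (0.0422) or Dnmt3a KO 1 (0.0467). Hypoxia and glycolysis genes were placed below other genes (adjusted p = 0.0262, estimated adjusted p = 0.998) although their median was 0.05, and mesoderm markers, which did not pass, had a mean of -0.02 with a median of 0.26. Histone genes were lower in 21 of 21 members (adjusted p = 9.59e-20, estimated adjusted p = 0.159), and were higher without the 5 libraries of low share (adjusted p = 0.127). The study's up-regulated list was higher in 75 of 83 members with a median of 0.69 (adjusted p = 3.21e-18, estimated adjusted p = 0.145), against 83 of 83 and 1.93 in DKO. Its down-regulated list was placed below other genes (adjusted p = 5.25e-12, estimated adjusted p = 0.235) with 16 of 41 higher and a median of -0.09, against 0 of 41 and -0.70 in DKO. With an estimated correlation 0 lists passed in Dnmt3a KO, 4 of 21 in DKO and 2 of 21 in Dnmt3b KO. Of these, 2 and 1 were the study's own lists, drawn from these libraries. The general ones were testis paralogs in both and 2-cell genes in DKO, and neither passed so without the genes of the study. That removal takes out members chosen for their change in these libraries, so the lost calls do not count against these lists.

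Loss of Dnmt3l, tested against its own wildtype, brought no call of a germline gene. Sohlh2 was at 2.68 ± 1.08 RPKM (SD, n = 4) against 0.579 ± 0.506 in Dnmt3l WT (n = 3; limma adjusted p = 0.916), and Ddx4 at 14.3 ± 4.11 against 8.83 ± 1.26. Rpl39l had no read in Dnmt3l KO and 2 in Dnmt3l WT. Dnmt3l was the 1 gene called, lower, with 430 genes at an unadjusted p under 0.05, and voom also called 1. The shallowest library was among these, and the median SE of genes with a mean of at least 1 RPKM was 0.25 on the log2 scale. Of the 67 genes called higher in DKO, 35 were higher in Dnmt3l KO, and 4 of them at an unadjusted p under 0.05. None of the 4 germline lists passed: piRNA pathway genes were higher in 13 of 21 members (preset adjusted p = 0.1; 1 lower adjusted over the list alone) and meiosis genes in 18 of 32 (0.113). Germ cell regulators were higher in 7 of 18 (0.996; 1 higher adjusted over the list alone) and testis paralogs in 6 of 18 (0.859). The piRNA list passed as higher with quantile normalization (adjusted p = 0.0307) and without Dnmt3l WT 2 (0.0195), Dnmt3l KO 2 (0.0475) or Dnmt3l KO 4 (0.0366). Meiosis genes passed with a filter at 1 RPKM (0.0164) and without Dnmt3l KO 4 (0.00718). Histone genes were higher in 0 of 21 members, with a median of -0.58 (preset adjusted p = 0.0719, estimated 0.998). They passed as lower without the 5 libraries of low share (adjusted p = 0.000508), without Dnmt3l WT 1 (1.8e-06), Dnmt3l KO 1 (1.58e-05) or Dnmt3l KO 3 (0.0055), and with a filter at 1 RPKM (0.0253), among others. Immediate early and heat shock genes were higher (preset adjusted p = 0.0458, estimated adjusted p = 0.908), a call that was lost in 15 of 21 alternatives. The study's up-regulated list was also higher, in 49 of 83 members (preset adjusted p = 0.000443, estimated adjusted p = 0.887), with a median of 0.13 that was 0 when unread genes were set to their bounds.

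Direct tests compared the knockouts with each other. The median log2 difference of genes with a mean of at least 1 RPKM was 0.11 between DKO and Dnmt3b KO and -0.12 between Dnmt3b KO and Dnmt3a KO. DKO differed from Dnmt3b KO in 9 genes higher and 1 lower (385 at an unadjusted p under 0.05), which were Gtsf1 (log2 difference 2.73, limma adjusted p = 0.0085), Iqca, Gm13816, Fabp9, AI481877, Gm17102, Tmem92, Gm5622 and Slc22a1, and, lower, Dnmt3a (-1.40, limma adjusted p = 0.0085). DKO differed from Dnmt3a KO in 20 higher and 2 lower, among them Ccdc152 (3.95, limma adjusted p = 0.00216), Tex19.2 (3.09, 0.00428), Gtsf1 (3.23, 0.00428), Ltk (3.62, 0.0163), Sycp1 (2.28, 0.0337) and Zscan4d (3.08, 0.0135), with Pla2g4b (-1.93, 0.0202) and Spg11 lower. Dnmt3b KO differed from Dnmt3a KO in Dnmt3a only (1.38, limma adjusted p = 0.0159; 171 genes at an unadjusted p under 0.05). The Dnmt3l KO effect differed from the Dnmt3b KO effect in Dnmt3l only (-7.66, limma adjusted p = 1.41e-09; 283 genes at an unadjusted p under 0.05). The first count was 0 without DKO replicate 3, 1 without DKO 2, 6 without Dnmt3b KO 3, 4 without Dnmt3b KO 4 and 14 without Dnmt3b KO 1, and the second was 1 without DKO 2, 4 without DKO 3, and 9, 5 and 4 without Dnmt3a KO 1, 2 and 3. The call between the single knockouts was lost without Dnmt3b KO 3 or Dnmt3a KO 3, and there were 4 without Dnmt3b KO 1 or Dnmt3a KO 2 and 2 without Dnmt3b KO 4 or Dnmt3a KO 1.

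All 6 genes called higher in Dnmt3b KO were among the 67 of DKO, where independent sets of these sizes would share 0.0289. The comparisons share their wildtype libraries. With these split between the comparisons in 10 ways, 0 to 15 genes were shared, while Dnmt3b KO had 0 to 93 higher calls and DKO 35 to 81. With all controls the count was 0 without Dnmt3b KO replicate 2, 2 without Dnmt3a/b WT 2, Dnmt3a/b WT 5 or Dnmt3b KO 4, and 3 without Dnmt3a/b WT 1, DKO 3 or Dnmt3b KO 1. Across genes, which are not independent replicates, the log2 differences of DKO and Dnmt3b KO had a correlation of 0.543 (0.408 for simulated unchanged groups, 0.114 with split controls) and a covariance of 0.0799 (0.064 simulated). For DKO and Dnmt3a KO the correlation was 0.513 (0.373 simulated, 0.11 with split controls), and no higher gene was shared, whereas 0 to 12 were shared with split controls, under which Dnmt3a KO had 0 to 1326 higher calls. Of the 67 genes, 60 were higher in Dnmt3b KO (median 0.86, 38 at an unadjusted p under 0.05) and 50 in Dnmt3a KO (median 0.61, 27 at an unadjusted p under 0.05). With split controls, 74.1% to 88.6% of the genes called in DKO were higher in Dnmt3b KO and 58% to 66.7% in Dnmt3a KO.

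The wildtype groups of the lines were also compared, as a measure of line and batch without a knockout. Limma called 0 genes between Dnmt3l WT and Dnmt3a/b WT, with 326 at an unadjusted p under 0.05, and voom called 0, while the median log2 difference of genes with a mean of at least 1 RPKM was -0.12. Group means of knockout and wildtype correlated across the tested genes at r = 0.984 for DKO, 0.992 for Dnmt3b KO, 0.991 for Dnmt3a KO and 0.989 for Dnmt3l KO, again across genes that are not independent. Over all 24483 genes of the table r was 0.991, 0.996, 0.995 and 0.992. Pairs of libraries within a group and between groups had the same order of correlation, with medians of 0.956 and 0.955 for DKO.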

Values the study reported

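The paper reports 124 differentially expressed genes in Dnmt3a/b DKO ExE, 83 up-regulated and 41 down-regulated. For Dnmt3b KO it reports 17, of which 14 were up-regulated and 3 down-regulated, and all 14 were also up-regulated in DKO. It gives correlations above 0.99 between knockout and wildtype expression. Its groups hold 4 Dnmt3l KO, 3 Dnmt3l WT, 3 DKO, 4 Dnmt3b KO, 3 Dnmt3a KO and 5 Dnmt3a/b WT libraries.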

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

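The tests of primordial germ cell markers, of chance placement on chromosome 2 and of linked DNA, the counts of splits without the targeted genes, and the alternative without the 5 libraries of low autosomal share, were chosen after the results had been seen.

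Germline genes were higher in Dnmt3a/b DKO than in Dnmt3a/b WT. The Dnmt3a/b DKO and Dnmt3a/b WT libraries were thinned to a common 1072279 reads. The germline list mean then still differed by 1.486 on average (1.334 to 1.673 over 100 thinnings). The 3 DKO libraries lay above all wildtype libraries in 100 of 100. This argues against the number of reads counted as the whole cause. Thinning drops reads at random and cannot remove other differences between libraries that go with depth. The authors' scaling as the whole cause is argued against by centring, which left 89.2% of the difference (1.354 of 1.517). Germ cells in the DKO samples would bring their abundant transcripts. The 9 tested primordial germ cell markers had a median log2 difference of -0.086 (SD 0.704, range -0.457 to 1.396). The germline lists had a median of 1.114. Pou5f1, also an epiblast marker, was at 6.27 ± 4.90 RPKM in DKO against 6.49 ± 4.67. Wildtype ExE already held RNA of Pou5f1, Kit, Prdm1, Ifitm1 and Ifitm3, so this median cannot show a few germ cells. Dnd1 and Dppa5a lay higher in all 3 DKO libraries than in any wildtype library, and the other markers did not. The paper reports germline genes de-repressed in trophoblast nuclei of Dnmt3b KO placentas at a later stage. By that account such a rise can occur in trophoblast cells. It concerns another stage and another knockout, and was not examined here. Germ cells in the DKO samples therefore stay open. Loss of methylation at germline promoters, the change the design names, may explain the rise, but the table holds no methylation. The paper measured methylation in ExE of these knockouts. It reports that, over its 83 up-regulated DKO genes, larger promoter losses went with larger rises across the knockouts, a significant linear correlation. That relation could not be examined here. The relation of the germline list mean to depth within groups stays open as a part of the DKO difference and for the single knockouts.

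Histone genes were lower in Dnmt3a/b DKO and Dnmt3a KO than in Dnmt3a/b WT. The share of reads in autosomal genes is a candidate explanation: without the 5 libraries of low share 26.5% of the DKO difference was left (-0.45 of -1.71), and the Dnmt3a KO difference of -1.10 became 0.15. Both groups lack a library of low share, while Dnmt3a/b WT has 2. Dnmt3l KO and its own wildtype had low share in 2 and 1 libraries. There 0 of 21 histone genes were higher, without passing (camera adjusted p = 0.0719). Without the 5 libraries they passed as lower (camera adjusted p = 0.000508). That left Dnmt3l KO 2 and 4 (shares 73.3% and 65.6%) against Dnmt3l WT 1 and 3 (67.4% and 62.2%). The shares still differed, and the histone mean of Dnmt3l KO 2 stood apart from its group. This removal therefore cannot decide whether the share accounts for the difference there. What sets the share was not tested. No biological explanation was tested.

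Genes called in DKO gathered on chromosome 2 between Pak6 and Slc28a2. Of 10000 random draws, 214 put as many called genes within 5 Mb (permutation p = 0.021). This test was chosen after the gathering was known from the study's list, made on these libraries. Its draws place genes independently, although Itpka lies next to Ltk and Mapkbp1 next to Pla2g4b. Without DKO 2 or DKO 3 the fullest 5 Mb held 3 called genes. Chance placement is therefore not excluded. Strain DNA that stayed linked to the Dnmt3b allele may change the expression of genes there, but between the interval and Dnmt3b only 2 of 212 genes were at an unadjusted p under 0.01 against 3.66 expected, so this stays open and an unlinked piece of strain DNA cannot be told apart from it. On a scale from wildtype (0) to DKO (1) the 12 genes of the interval at an unadjusted p under 0.01 in DKO lay, by their median in each library, at 0.377 ± 0.19 in Dnmt3b KO (SD, n = 4) and 0.164 ± 0.092 in Dnmt3a KO (n = 3; exact permutation p = 0.114, smallest possible 0.0286). Ltk was at 0.0704, 2.53, 1.12 and 1.02 RPKM in the 4 Dnmt3b KO libraries.

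Other splits of the same libraries were tested for each count of genes. For DKO, 2 of 56 splits called as many as the real 74, and the other one called 3377 by setting Dnmt3a/b WT 2, Dnmt3a/b WT 5 and DKO 1 against the rest. For Dnmt3b KO, 3 of 100 splits called as many as the real 6, and the highest other, 2487, joined Dnmt3a/b WT 2 and 5 with Dnmt3b KO 3 and 4, while another called 42 by joining Dnmt3a/b WT 3 and 5 with Dnmt3b KO 1 and 4. The share of splits was under 0.05 for both counts, without adjustment over the comparisons tested. For Dnmt3b KO only a random part of the possible splits was run, and the count was 0 without Dnmt3b KO replicate 2. Chance is therefore made less likely but not excluded for either count. Leaving out Dnmt3a, Dnmt3b and Dnmt3l gave the same numbers of splits for 73 and 6 genes. The 2 genes of Dnmt3a KO were reached by 1 of 56 splits (highest other 1) and the 10 genes of DKO against Dnmt3b KO by 1 of 35 (highest other 9), but both counts include Dnmt3a, which the labels fix. Without the targeted genes the counts were 1 and 9, reached by 4 of 56 and 2 of 35 splits, so that chance is not excluded for the other genes. It is not excluded for the 1 gene of Dnmt3l KO as a count (14 of 35, highest other 480) or the 1 gene between the single knockouts (6 of 35, highest other 3), and the 0 genes between the wildtype groups were matched in 56 of 56 splits (highest other 3358). DKO against Dnmt3a KO allows 10 splits, too few for a share under 0.05, and called 22 genes against 4 in the highest other. The 4 splits with the highest counts (3377, 3358, 2487 and 1368) had Dnmt3a/b WT 2 and 5, both of low share, on the same side, whereas the split that called 42 had them apart. The 4 splits with the highest counts also parted the libraries by depth, setting the shallowest or the deepest apart. In the split that called 3377, the first group held 1072279, 1959548 and 2377569 reads, and every other library at least 6003683. That first group also had the lowest shares (49.4% to 61.9%, against at least 73.9% in the others). Depth and share therefore cannot be told apart here, and the cause of these counts was not tested. For the number of lists past the threshold, adjusted here within each comparison, chance is not excluded: 17 of 56 splits for DKO (10 lists, highest other 15), 25 of 100 for Dnmt3b KO (9, highest other 15), 13 of 56 for Dnmt3a KO (8, highest other 11) and 33 of 35 for Dnmt3l KO (1, highest other 10).

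Effects of the knockouts differed by direct test in 10 genes between DKO and Dnmt3b KO, 22 between DKO and Dnmt3a KO, 1 between Dnmt3b KO and Dnmt3a KO, which was Dnmt3a, and 1 between the Dnmt3l KO and Dnmt3b KO effects, which was Dnmt3l.

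A single library stood apart from the rest of its group in 18 of 135 groups of 4 or 5 libraries, by Dixon's criterion on the gap to the nearest library relative to the group's range. The criterion is set so that chance gives about 1 in 20 groups of normal values, a rate that was not tested for values with many zeros. The histone list mean of Dnmt3l KO 2 was 2.02 against 4.38 to 4.47 in the other 3 libraries. Dnmt3l was at 37.5 RPKM in Dnmt3b KO 2 against 17.6 to 19.6 in the others. Rpl10l was at 3.72 RPKM in Dnmt3b KO 1 against 4.59 to 4.72. Pgc was at 0.182 RPKM in Dnmt3a/b WT 5, a library of low share, against 1.53 to 2.31, and Dazl was at 0 there against 0.215 to 0.399. Tuba3a was at 0 in Dnmt3l KO 1 against 0.44 to 0.588, and Tuba3b at 0 in Dnmt3b KO 3 against 0.944 to 1.34. The rest were single libraries with reads where the others of their group had none: Ccdc152 at 0.159 RPKM in Dnmt3a/b WT 1, Tuba3b at 0.048 in Dnmt3a/b WT 4, Tex12 at 0.1001 in Dnmt3a/b WT 3, 1700018B24Rik at 0.374 and Brdt at 0.0865 in Dnmt3l KO 2, Gm973 at 0.185 and Tex19.2 at 0.162 in Dnmt3l KO 3, Gtsf1 at 0.301 and Syce3 at 0.189 in Dnmt3b KO 2, and Zscan4d at 0.313 and Usp17l5 at 0.248 in Dnmt3b KO 1.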

How the results depend on the processing

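The alternatives with placeholders as deposited, without the 5 libraries of low share and with thinned reads were chosen after the data had been seen. Of 1151 values under an alternative, 890 kept their direction and side of the threshold or stayed within the stated limits, 99 no longer passed, 2 newly passed, 19 turned direction and 141 moved. Of 622 list tests among them, 540 stayed, 72 were lost and 10 turned. A list passed under some alternative only in 37 pairs of list and comparison. The 2-cell list has no member left with a filter at 1 RPKM and no value there. For the germline list mean, passing means an unadjusted exact p under 0.05, since no difference passed the adjustment over 7 tests. Where no construction is named below, the cause was not tested.

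With a pseudocount of 0.01 RPKM, 32 genes were called higher in DKO, 1 in Dnmt3b KO and 0 in Dnmt3a KO, 4 differed between DKO and Dnmt3b KO, 11 between DKO and Dnmt3a KO, and 1 was shared by DKO and Dnmt3b KO. The germline list mean differed by 1.29 in Dnmt3b KO and by 0.96 between DKO and Dnmt3b KO, and neither had an unadjusted exact p under 0.05. With a pseudocount of 1 RPKM, 0 were called higher in Dnmt3a KO, 19 differed between DKO and Dnmt3b KO, and 8 lay in the chromosome 2 interval and in the fullest 5 Mb. With no filter, 2 were called higher in Dnmt3b KO and 2 in Dnmt3a KO, 17 differed between DKO and Dnmt3b KO, 2 between the single knockouts, 2 were shared, and the germline difference of 0.58 in Dnmt3b KO no longer passed unadjusted. With a filter at 1 RPKM, 27 were called higher in DKO, 0 in Dnmt3b KO and 0 in Dnmt3a KO, 1 differed between DKO and Dnmt3b KO, 0 between DKO and Dnmt3a KO, and 0 were shared.

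With only the groups compared in the model, which has fewer libraries, 35 were higher and 4 lower in DKO, 0 higher in Dnmt3b KO, 0 higher and 0 lower in Dnmt3a KO, 5 lower in Dnmt3l KO, 0 differed between DKO and Dnmt3b KO, 1 between DKO and Dnmt3a KO and 0 between the single knockouts, and 0 were shared. With no intensity trend, 3 were higher in Dnmt3a KO, 21 differed between DKO and Dnmt3b KO, 2 between the single knockouts, and 1 was shared by DKO and Dnmt3a KO. No pairing by replicate number was seen: residuals of libraries with the same number correlated best in 1 of 3 DKO, 0 of 4 Dnmt3b KO, 0 of 3 Dnmt3a KO and 1 of 4 Dnmt3l KO libraries. Depth differences between libraries can hide a pairing, so its absence is not shown. The paper used littermate wildtype controls where it could. The labels give no litter, so whether the replicate numbers follow litters is not known, and litter could not be modelled. With these numbers as a block, 36 were higher and 4 lower in DKO, 0 higher in Dnmt3b KO and 0 in Dnmt3a KO, 1 and 6 differed between DKO and Dnmt3b KO or Dnmt3a KO, 0 were shared, histone genes in Dnmt3b KO turned (camera adjusted p = 0.0729), and in DKO the ExE and trophoblast stem cell markers passed as lower (0.0129) and the decidua and maternal blood markers as higher (0.000354).

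With centred libraries, 22 were lower in DKO, 11 higher and 1 lower in Dnmt3b KO, 22 and 36 differed between DKO and Dnmt3b KO or Dnmt3a KO, 3 between the single knockouts, 11 and 1 were shared by DKO with Dnmt3b KO or Dnmt3a KO, and 9 lay in the interval and the fullest 5 Mb. With quantile normalization the same counts were 26, 10 and 1, 21 and 34, 4, 10 and 1, and 11, with 3 higher in Dnmt3a KO, and the germline difference of 0.24 between the single knockouts passed unadjusted. With voom, DKO had 174 higher and 63 lower, Dnmt3b KO 22 and 5, Dnmt3a KO 2 and 5, while 86 and 116 differed between DKO and Dnmt3b KO or Dnmt3a KO, 8 between the single knockouts, 21 and 2 were shared, and 14 lay in the interval and the fullest 5 Mb. Of the 74 DKO genes, 65 were also called with centring, 66 with quantile normalization, 67 with voom, 44 without the 5 libraries, 39 with the pseudocount of 0.01 and 18 after thinning.

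With placeholders as deposited, 4 were lower in DKO, 0 higher in Dnmt3a KO, 6 differed between DKO and Dnmt3b KO, the germline difference of 0.17 between the single knockouts passed unadjusted, and hypoxia genes in Dnmt3a KO turned (camera adjusted p = 0.888). Without the 5 libraries of low share, 18 were lower in DKO, 2 lower in Dnmt3b KO, 0 higher in Dnmt3a KO, 1 higher in Dnmt3l KO, 1 differed between the wildtype groups and 3 between the single knockouts. The germline differences were then 1.13 in DKO, where 3 against 3 libraries cannot pass, and 0.39 in Dnmt3b KO, and mesoderm in DKO (camera adjusted p = 0.612) and histones in Dnmt3b KO (7.32e-13) and Dnmt3a KO (0.127) turned. After thinning, which leaves fewer reads, 23 were higher and 4 lower in DKO, 0 higher in Dnmt3b KO and 0 in Dnmt3a KO, 0, 0 and 0 differed among the 3 knockouts, 0 were shared, and 3 lay in the interval and the fullest 5 Mb. Without the genes of the study, testis paralogs in Dnmt3a KO turned (camera adjusted p signed by direction, -0.998).

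With 1 library left out in turn, higher calls ran from 26 (without DKO 3) to 63 in DKO and lower calls from 3 (DKO 2 or 3) to 7. Higher calls ran from 0 (Dnmt3b KO 2) to 7 in Dnmt3b KO and from 0 to 3 in Dnmt3a KO, shared genes from 0 to 7 with Dnmt3b KO and from 0 to 1 with Dnmt3a KO. The interval and the fullest 5 Mb held 3 to 6. Genes that differed ran from 0 to 14 between DKO and Dnmt3b KO, 1 to 15 between DKO and Dnmt3a KO, 0 to 4 between the single knockouts and 1 to 2 between the Dnmt3l KO and Dnmt3b KO effects. Germline differences ran from 0.62 to 0.91 in Dnmt3b KO and 0.64 to 0.94 between DKO and Dnmt3b KO, and turned to -0.10 without Dnmt3l WT 2 and -0.09 without Dnmt3l KO 2 in Dnmt3l KO, where the highest was 0.25. Dnmt3l in Dnmt3l KO ran from -7.75 to -7.19, where the exact test cannot reach 0.05. The Dnmt3b difference, which was not called, ran from -0.22 in DKO and up to 0.18 in Dnmt3b KO, and turned to 0.12, 0.03, 0.00 and 0.03 in DKO without Dnmt3a/b WT 1, Dnmt3a/b WT 4, DKO 1 and DKO 3, and to -0.20, -0.18 and -0.05 in Dnmt3b KO without Dnmt3a/b WT 5, Dnmt3b KO 2 and Dnmt3b KO 3. Histone genes in Dnmt3b KO ran from lower (camera adjusted p signed by direction, -4.25e-06, without Dnmt3a/b WT 1) to higher without Dnmt3a/b WT 2 (0.452), Dnmt3a/b WT 5 (0.0783), Dnmt3b KO 1 (0.327) and Dnmt3b KO 2 (0.0516).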

Other observations

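The list of primordial germ cell markers and its tests were added after the data had been seen.

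Of the genes called in DKO outside the lists, 3 were chosen after their values were seen, and no theme among them was tested. Laptm5, a lysosomal protein of blood cells, was at 4.38 ± 0.584 RPKM in DKO (SD, n = 3) against 0.674 ± 0.471 in Dnmt3a/b WT (n = 5; limma adjusted p = 0.00383). Proc, which encodes anticoagulant protein C, was at 3.39 ± 0.64 against 1.06 ± 0.331 (limma adjusted p = 0.0202), and Nes, an intermediate filament gene, at 6.04 ± 0.387 against 2.76 ± 0.541 (limma adjusted p = 0.019).

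Other genes of the chromosome 2 interval that were not called also differed in mean, and were chosen after their values were seen. B2m was at 22 RPKM in DKO and 9.94 in Dnmt3a/b WT, Tyro3 at 5.05 and 2.31, Ppp1r14d at 4.75 and 0.812, Pak6 at 0.171 and 0.806, and Duox2 at 1.43 and 3.86. All of these genes are in the study's lists, made on these libraries. In all, 12 of 82 genes of the interval were at an unadjusted p under 0.01 (limma), where the rate of the genome gives 1.34. The interval was itself taken from those lists, so this excess was favoured in advance and is not independent evidence.

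Primordial germ cell markers in Dnmt3l KO were lower than in Dnmt3l WT by a median of -0.77 (camera, preset adjusted p = 3.52e-05, estimated 0.0244, over 4 tests). Epiblast markers were also lower in Dnmt3l KO, in 6 of 7 members by a median of -0.39, but did not pass (preset adjusted p = 0.0719, estimated 0.527) except under alternatives such as only the groups compared (4.31e-05) or without Dnmt3l WT 1 (0.0137) or Dnmt3l KO 1 (0.00564). In DKO the germ cell list gave 0.622, in Dnmt3b KO 0.622 and in Dnmt3a KO 0.285. Of its members, Pou5f1 is also in the epiblast list, and Dppa3 and Dnd1 are among the germ cell regulators. In DKO and Dnmt3a/b WT, Kit was at 2.49 and 3.04 RPKM, Ifitm3 at 1.92 and 2.5, Prdm1 at 0.995 and 1.22, Dppa5a at 3.43 and 1.42, and Dnd1 at 0.58 and 0.185.

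The number of genes called in DKO was 74, of which 7 were lower, by limma, while voom on recovered reads called 174 higher and 63 lower. The limma count is lower than the value quoted from the study, and the voom count is higher.

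The number of genes called in Dnmt3b KO was 6, with 6 higher and 0 lower by limma, where 205 genes were at an unadjusted p under 0.05 and voom called 22 higher and 5 lower. The limma count is lower than the value quoted from the study, and the voom count is higher.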
